A study of Homo sapiens with 18 samples. Its data were reported in "Integrated single-cell and bulk gene expression and ATAC-seq reveals heterogeneity and early changes in pathways associated with resistance to cetuximab in HNSCC-sensitive cell lines" (2020).

How the data were processed

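Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in 3 human head and neck squamous carcinoma cell lines (SCC1, SCC6 and SCC25). Cells received cetuximab, an antibody against EGFR, at 100 nM, or PBS, for 5 days. The files used held 17 libraries in 6 groups. Each group had 3 replicates, apart from SCC1 PBS with 2; SCC1 PBS replicate 2 was not analysed here. Replicates carry numbers per group, and nothing in the labels or the values ties a treated to an untreated library of the same number.

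The authors trimmed adapters with Trim Galore, aligned reads with Bowtie2 to the human genome build hg19 (GRCh37), removed duplicate and mitochondrial reads with Picard and unmapped or low-quality reads with SAMtools, called broad peaks in each library with MACS2, and merged them into one set of regions with DiffBind. The deposited region table gives a signal for 115087 regions in each library. Every value was a whole number of reads, with 0 set to 1, times 1 step per library (100% of values within a tolerance of 0.001 of a whole number). The steps ran from 0.331 to 1.95 and matched scaling by an unweighted trimmed mean of M-values with SCC25 cetuximab replicate 2 as the reference (SD of the log2 difference 0.0046, and 0.082 without a composition factor). The deposited peak lists give for each peak a fold enrichment over the local background (a ratio), a −log10 p-value and a −log10 q-value, as MACS2 writes them. Cutoffs and versions of MACS2 and DiffBind are not stated.

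Reads in regions, recovered by dividing the signal by the step, ranged from 2194851 to 15017130 per library, with a median of 7 to 68 reads per region. Between 7.14% and 28.8% of regions were at the floor of 1 read in a library. Total reads per library are unknown from these files. Over 16 pairs of replicates, the difference of the recovered reads had a chi-square per degree of freedom of 1.90 to 3.63, so replicates varied more than counting alone gives, and log2 values had a Pearson's r of 0.920 to 0.973 across regions.

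Accessibility was tested with limma 3.58.1 (trend and robust empirical Bayes, two-sided) in R 4.3.3 on the log2 of the deposited signal plus a pseudocount of 1, with the 25% of regions lowest in mean left out and Benjamini-Hochberg adjustment at 0.05. The log2 change is cetuximab against PBS. Each line was fitted on its own libraries. A further fit held all lines with the cell line as a covariate, and an F-test of the interaction of line and treatment asked whether the treatment effect differed between lines. PBS libraries were also compared between lines. The plan named edgeR as the main test if the table held counts. The deposited unit is a scaled signal, so limma was kept although whole reads could be recovered, and edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Tested on simulated reads with the libraries' own means and sizes, a dispersion of 0.05 and 200 regions changed by a log2 of 2, the fits recovered 57% of changed regions in SCC1 (86321 regions), 84.5% in SCC6 and 80.5% in SCC25 (86315 regions each), 95.5% over all lines and 36.5% for the interaction (86315 regions). False calls were 12 of 126 in SCC1, 5 of 174 in SCC6, 3 of 164 in SCC25, 4 of 195 over all lines and 5 of 78 for the interaction.

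Regions were annotated with GENCODE release 44 mapped to GRCh37, which gave 78532 transcription start sites of 19748 protein-coding genes. A promoter region lay within 1 kb of a start site (15528 regions). The regions named in the text were set by rule. They are the promoter region with the highest mean signal for TFAP2A, VIM, AXL, EGFR, ERBB2, TGFBR3, FGFR1, IGF1R and VEGFA, which the study names, and the 2 higher and 2 lower regions with the smallest adjusted p in each line, and over all lines with the same direction in each, among those whose treated and untreated libraries do not overlap. Motifs were searched on both strands (TFAP2 site GCCNNNGGC, AP-1 site TGASTCA) in changed regions and in tested regions with an adjusted p over 0.5, matched on GC content and width, with Fisher's exact test.

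Peaks were compared within lines by two-sided exact permutation tests (3 against 3 and 3 against 2 libraries cannot go below 0.1) and over lines by permuting treatment within each line. Peak lists were intersected with bedtools 2.31.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest, and minimap2 2.31 mapped region sequences back to the genome.

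The comparisons, tests, thresholds and naming rules, and 80 combinations of a result with an alternative setting, were chosen before the data were examined. These alternatives were other scalings (centring each library on its median, quantile and cyclic loess normalization), pseudocounts of 5 and 0.5, other filters, all libraries in 1 fit, array weights, a replicate block, an adjusted p under 0.01, DESeq2, a promoter window of 3 kb, stricter peaks, other overlap rules and leaving out each library. Chosen after seeing the data were edgeR, the removal of each library's trend with GC content in 50 bins, thinning all libraries to the 2194851 reads in regions of the smallest, scaling to reads in regions without a peak in the line, peaks at least 200 bases wide, and the alternatives for the principal components and the motifs.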

Results

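The data describe chromatin accessibility in SCC1, SCC6 and SCC25 cells after 5 days of cetuximab at 100 nM or of PBS. They comprise a signal for 115087 regions (median width 258 bases, 38.4 Mb in all) and a list of peaks for each of 17 libraries. The number of reads in regions was 2194851 to 4171650 in the 5 SCC1 libraries, 4098164 to 15017130 in the 6 SCC6 libraries and 2513828 to 13408698 in the 6 SCC25 libraries. The lists held 13035 to 101272 peaks per library and 807823 in all. Of the regions, 113573 had a peak in at least 2 libraries and 5429 had one in all libraries.

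The libraries separated by line before they separated by treatment. On the log2 signal of 86315 regions, the principal components carried 60.6%, 22.1% and 4.43% of the variance, and the mean silhouette by line was 0.560. Within lines, the mean silhouette by treatment was 0.217 (SCC1 0.198, SCC6 0.358, SCC25 0.0938). This value had a p of 0.001 in an exact permutation test of treatment within lines (two-sided, 4000 assignments), the smallest that these labels can give. Without the filter on low regions it was 0.202, and after quantile normalization 0.208, with the same p of 0.001.

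**Figure D1:**
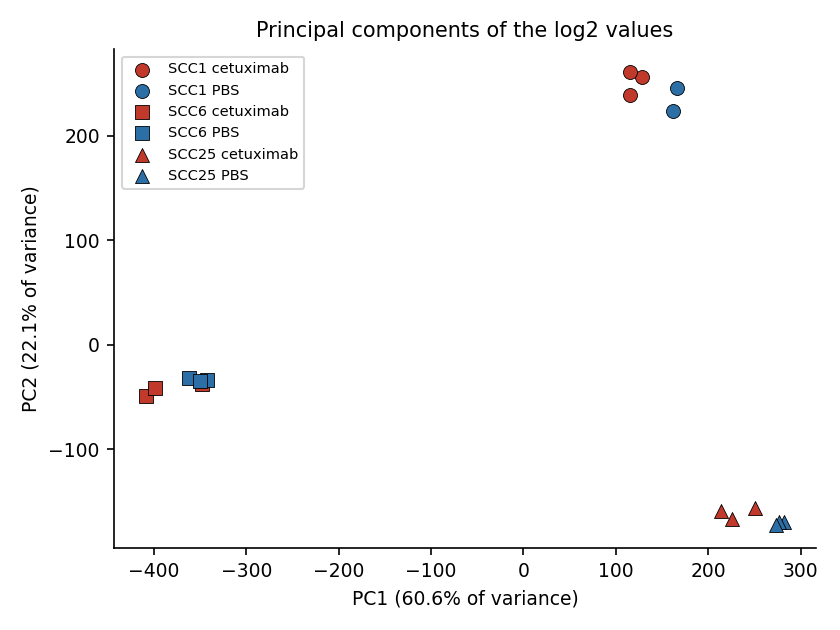
Principal components of the log2 signal of 86315 regions, with PC1 (60.6% of the variance) on the x axis and PC2 (22.1%) on the y axis, 1 point per library, with shapes for the cell line and colours for the treatment. The 3 lines form separate groups of points, and distances between treatments are small beside those between lines.

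The comparison of PBS libraries gives the scale on which a treatment effect can be read. limma with Benjamini-Hochberg adjustment called 52827 of 86315 regions different between SCC6 and SCC1, 44291 between SCC25 and SCC1, and 59309 between SCC25 and SCC6. The test without a filter on low regions moved the counts for SCC6 and SCC1 (64861) and for SCC25 and SCC6 (75121) most, and leaving out SCC25 PBS replicate 1 moved that for SCC25 and SCC1 most (37265). Centring each library on its median moved the median log2 difference of all regions from -0.036 to -0.27 between SCC25 and SCC1 and from 0.062 to -0.087 between SCC25 and SCC6, and quantile normalization moved them to -0.16 and -0.056.

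In SCC1 (3 cetuximab and 2 PBS libraries), the question was which regions change accessibility within 5 days of EGFR blockade. limma called 3949 regions higher and 5664 lower after cetuximab of 86321 tested (adjusted p under 0.05). The split between directions depended on the scaling. With each library centred on its median, which moved the median log2 change of all regions from -0.091 to 0.097, 6852 were higher and 3647 lower. Quantile normalization gave 5352 higher and 4896 lower, cyclic loess 5101 and 4827, and DESeq2 3162 and 2514 with a median log2 change of 0.027. The counts also depended on single libraries. They were 1045 higher and 888 lower without SCC1 PBS replicate 1, 1791 and 1347 without SCC1 PBS replicate 3, 1638 and 4053 without SCC1 cetuximab replicate 1, and 2303 and 4672 without SCC1 cetuximab replicate 3.

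Among promoter regions in SCC1, 1976 were higher and 233 lower. Centring gave 3393 and 114, DESeq2 1755 and 79, and the trend with GC content removed 1118 and 521. There were 464 and 24 without SCC1 PBS replicate 1, 824 and 34 without SCC1 PBS replicate 3, 770 and 146 without SCC1 cetuximab replicate 1, 1014 and 179 without SCC1 cetuximab replicate 3, and 3185 and 341 without SCC1 cetuximab replicate 2. Over all tested regions, 55.3% had a negative log2 change. In 3 of the 10 splits of these 5 libraries into groups of 3 and 2, the share lay at least as far from 50%, so it is not set apart from other groupings.

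In SCC6 (3 cetuximab and 3 PBS libraries), limma called 14622 regions higher and 9152 lower of 86315 tested. Centring moved the median log2 change from 0.11 to -0.060 and gave 10394 higher and 15782 lower. Quantile normalization gave 11366 higher and 12979 lower (median -0.011), cyclic loess 11698 and 11624, and DESeq2 9287 and 9496 (median 0.011). Scaled to reads in regions without a peak, the median log2 change was 0.34, with 26508 higher and 5228 lower. Leaving out 1 library gave 17029 to 25690 calls. Among promoter regions, 531 were higher and 1531 lower. Centring gave 331 and 4073, and scaling to reads in regions without a peak turned the split to 1880 higher and 343 lower. With the trend with GC content removed it was 751 and 741. The number lower was 939 without SCC6 PBS replicate 3 and 1009 without SCC6 cetuximab replicate 2. A negative log2 change was found in 43.3% of tested regions, and 3 of the 10 splits of the 6 libraries gave a share at least as far from 50%.

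In SCC25 (3 cetuximab and 3 PBS libraries), limma called 35 regions higher and 237 lower of 86315 tested, of which 4 and 4 were promoter regions. At an unadjusted p under 0.05 there were 11405 regions. edgeR gave 365 higher and 576 lower, and DESeq2 101 and 164. Centring gave 55 higher and 97 lower, quantile normalization 94 and 207, and cyclic loess 57 and 105. Scaled to reads in regions without a peak, which moved the median log2 change from -0.083 to -0.37, 106 regions were higher and 13475 lower. The calls needed all 3 PBS libraries. There were 3 higher and 5 lower without SCC25 PBS replicate 1, 1 and 5 without SCC25 PBS replicate 2, and 0 and 0 without SCC25 PBS replicate 3 (limma, with 7835 regions at an unadjusted p under 0.05). There were 34 higher and 505 lower without SCC25 cetuximab replicate 2 and 73 and 503 without SCC25 cetuximab replicate 3. The promoter calls were 0 without any 1 of the PBS libraries (limma, with 7713 to 7835 regions of all kinds at an unadjusted p under 0.05), 5 and 9 without cetuximab replicate 1, 10 and 21 without cetuximab replicate 2, and 15 and 13 without cetuximab replicate 3.

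The split of the promoter calls in SCC25 differed between tests and scalings. edgeR gave 105 higher and 18 lower, DESeq2 37 and 3, quantile normalization 29 and 7, centring 17 and 1, cyclic loess 17 and 1, and scaling to reads in regions without a peak 7 and 1934. The fit of all libraries together turned the split of all SCC25 calls to 33 higher and 6 lower. In 59.1% of tested regions the log2 change was negative, and 4 of the 10 splits gave a share at least as far from 50%.

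**Figure D2:**
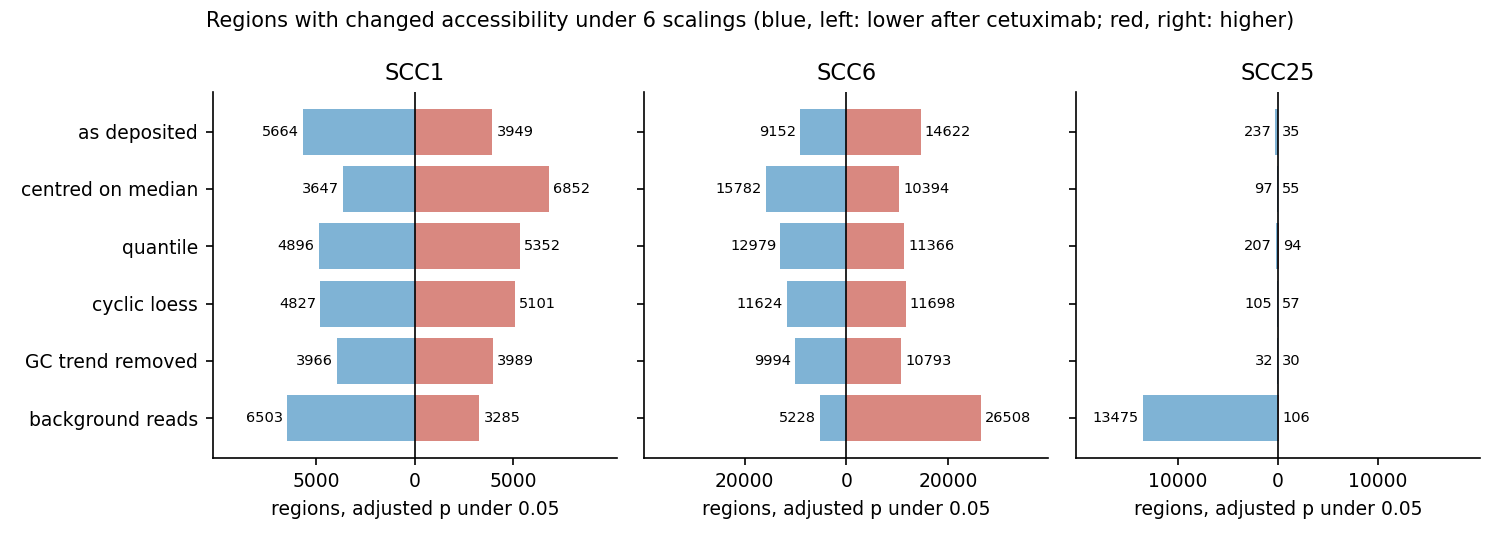
Numbers of regions with an adjusted p under 0.05 (limma) that were higher (red, right) or lower (blue, left) after cetuximab, for each line (panels) and for the deposited scaling and 5 others, with the x axis in regions and on a scale of its own in each panel. In SCC1 and SCC6 the side with more regions changes with the scaling, and SCC25 has 13475 lower regions only when libraries are scaled to background reads.

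In the fit of all lines with the cell line as a covariate, limma called 4434 regions higher and 6077 lower after cetuximab. Centring gave 5445 higher and 5092 lower. Of the 10511 regions called, 9514 had the same direction in all 3 lines. This fit takes differences between the lines' effects as error, so it favours such regions. The direction was counted on the same libraries and is not independent evidence. Without the covariate for the line, limma called 0 higher and 1 lower, with 6049 regions at an unadjusted p under 0.05. The number called higher was 2662 without SCC6 cetuximab replicate 1 and 2673 without SCC6 cetuximab replicate 2.

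The effect of treatment differed between lines at 11388 of 86315 regions (limma, F-test of the interaction, adjusted p under 0.05). Leaving out 1 library gave 8787 to 14275 regions, and thinning all libraries to the same number of reads in regions gave 6508.

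Shared calls of different lines were set against the number expected by chance. Of 66711 regions tested in all lines, SCC1 and SCC6 shared 3019 calls against 2426 by chance, and 75.3% of these had the same direction. SCC1 and SCC25 shared 62 against 25.7 by chance, with 100% in the same direction, and SCC6 and SCC25 shared 125 against 60.03, with 95.2%. Over all 66711 regions, called or not, the share with the same direction was 55.2%, 60.6% and 55.4% for these pairs of lines. The log2 changes of all these regions had a Pearson's r of 0.254, 0.268 and 0.234 for the same 3 pairs of lines. These are correlations across regions, which are not independent replicates. The lines have their own PBS libraries, so no control is shared. Calls in all 3 lines numbered 42, of which 6 were higher and 33 lower in every line.

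In SCC1 the higher regions with the smallest adjusted p lay on chromosome 11 (110219181 to 110219446), between genes and 51.7 kb from the nearest start site, of RDX, and on chromosome 15 (35601079 to 35601347), in an intron of DPH6. The signal in the region near RDX was 137 ± 31.1 (SD, n = 3) after cetuximab and 17.02 ± 7.51 (n = 2) after PBS, a log2 change of 2.98 (limma adjusted p 7.1e-16). In the region in DPH6 it was 109 ± 3.30 and 11.3 ± 9.72, a log2 change of 3.43 (3.0e-15). The lower regions lay on chromosome 2 (20690137 to 20690883), 43.3 kb from RHOB, and on chromosome 8 (129799876 to 129800296), in the non-coding gene CCDC26. Their signals were 67.3 ± 12.7 against 341 ± 0.213, a log2 change of -2.34 (2.6e-17), and 68.5 ± 16.4 against 326 ± 30.1, a log2 change of -2.26 (4.1e-16).

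In SCC6 both higher regions lay on chromosome 11. The region in an intron of TRPC6 (101349223 to 101350035) had a signal of 1638 ± 68.9 after cetuximab and 356 ± 25.1 after PBS (SD, n = 3 each), a log2 change of 2.20 (limma adjusted p 6.4e-31). The region 51.8 kb from MMP13 (102878273 to 102878774) had 645 ± 52.3 and 87.4 ± 8.70, a log2 change of 2.87 (6.2e-26). The lower regions lay on chromosome 7 (12105637 to 12106593), 144 kb from TMEM106B, with 90.8 ± 7.32 against 402 ± 9.91 and a log2 change of -2.14 (1.6e-19), and on chromosome 8 (119850013 to 119850454), in the non-coding gene SAMD12-AS1, with 29.1 ± 8.03 against 208 ± 16.7 and a log2 change of -2.83 (6.9e-16).

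In SCC25 the higher regions were one on chromosome 7 (80193124 to 80193722), in an intron of CD36, with a signal of 83.8 ± 7.37 after cetuximab and 30.2 ± 7.96 after PBS (SD, n = 3 each), a log2 change of 1.47 (limma adjusted p 0.0075), and one on chromosome 1 (80313974 to 80314371), 566 kb from ADGRL4, with 52.1 ± 11.9 and 15.6 ± 1.71, a log2 change of 1.65 (0.0206). The lower regions were one in exon 13 of ABCA1, in coding sequence (chromosome 9, 107593943 to 107594277), with 30.6 ± 2.82 against 103 ± 5.00, a log2 change of -1.72 (0.000525), and one in an intron of SCN1A (chromosome 2, 166887581 to 166887924), with 14.4 ± 5.14 against 70.5 ± 9.30, a log2 change of -2.27 (0.00116). None of these 4 held its call in every setting. Each had an adjusted p above 0.05 without SCC25 PBS replicate 3 (0.150 and 0.161 for the higher regions and 0.0532 for both lower ones). The region in CD36 also lost it without replicate 2 (0.111), that near ADGRL4 without replicates 1 and 2 (0.0971 and 0.113), and that in ABCA1 with all libraries in 1 fit (0.240). Over all alternatives the adjusted p ran from 1.1e-05 to 0.150 in CD36, 0.000287 to 0.161 near ADGRL4, 1.7e-07 to 0.240 in ABCA1 and 1.7e-07 to 0.0532 in SCN1A.

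Over all lines, with the same direction in each, the higher regions lay in an intron of SPATA17 (chromosome 1, 217891263 to 217891831), with a log2 change of 1.97 (limma adjusted p 2.0e-05), and 16.9 kb from IL7R (chromosome 5, 35890571 to 35891101), with 1.497 (2.0e-05). The lower regions lay 44.8 kb from ASPH (chromosome 8, 62671952 to 62673092), with -1.003 (2.0e-05), and in an intron of HHAT (chromosome 1, 210546508 to 210547966), with -0.67 (4.6e-05). Without the covariate for the line, the adjusted p was 0.397 for the region in SPATA17, 0.0698 for those near IL7R and in HHAT, and stayed under 0.05 for the region near ASPH (0.00896). The lowest adjusted p over the alternatives was 3.5e-06, 6.2e-06, 1.2e-05 and 6.2e-06 for the regions in SPATA17, near IL7R, in HHAT and near ASPH, and the values without the covariate were the highest.

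Promoter regions of 9 genes that the study names were read out in each line. In SCC1, 1 of 9 had an adjusted p under 0.05 over all regions and 1 when adjusted over the list alone. In SCC6 the counts were 5 and 6, and in SCC25 0 and 0 (limma, with 0 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2). The study reported results for some of these genes, such as AXL in SCC6, in the same cell lines. The counts over the list alone are therefore not independent evidence.

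The promoter region of IGF1R (chromosome 15, 99433224 to 99433772, in the UTR of exon 1 of a transcript other than the canonical one) had a signal of 164 ± 18.2 after cetuximab and 88.9 ± 8.60 after PBS in SCC6 (SD, n = 3 each), a log2 change of 0.88 ± 0.15 (SE, limma adjusted p 1.2e-05). In SCC1 it had 51.3 ± 4.73 (n = 3) and 80.2 ± 6.65 (n = 2), a log2 change of -0.64 ± 0.30 (adjusted p 0.171), and in SCC25 109 ± 24.8 and 108 ± 10.4, a log2 change of -0.0044 ± 0.18 (0.994). The change in SCC25 had the opposite sign in several alternatives, among them centring (0.073), quantile normalization (0.070) and cyclic loess (0.080). The interaction of line and treatment had an adjusted p of 0.00101, and 0.000544 to 0.0448 over 28 alternatives with the reads thinned once. Over 20 thinnings it reached 0.0541.

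The promoter region of EGFR (chromosome 7, 55086350 to 55087022, over exon 1) rose in SCC6 from 149 ± 11.9 to 199 ± 11.2 (SD, n = 3 each), a log2 change of 0.42 (limma adjusted p 0.00982), and in SCC1 from 117 ± 10.0 (n = 2) to 181 ± 40.5 (n = 3), a log2 change of 0.61 (0.0498). It was 0.12 in SCC25 (0.790) and 0.37 over all lines (0.0246). The calls were not held under all alternatives. The adjusted p in SCC1 was above 0.05 in 11 of 22 alternatives and ran from 0.00155 to 0.374. It was 0.245 without SCC1 cetuximab replicate 1, 0.187 without SCC1 cetuximab replicate 3, 0.223 without SCC1 PBS replicate 1 and 0.367 without SCC1 PBS replicate 3. In SCC6 it ran from 7.6e-05 to 0.166, the latter under centring. Over all lines it ran from 0.00783 to 0.590 and was 0.0620 without SCC1 PBS replicate 3.

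In SCC6 the promoter regions of TFAP2A (chromosome 6, 10403861 to 10404945, log2 change -0.20, 0.0355), AXL (chromosome 19, 41731614 to 41732338, in an intron, -0.37, 0.0351) and ERBB2 (chromosome 17, 37844034 to 37844408, shared with PGAP3, -0.53, 0.0287) were lower after cetuximab, with all 3 cetuximab libraries below the PBS mean (limma, adjusted p). The TFAP2A region overlaps a start site and coding sequence of exon 4 of the canonical transcript. It is 1 of 4 promoter regions of TFAP2A, and those of AXL and ERBB2 are 1 of 2 each. The other promoter regions of these genes were not read out. The adjusted p was above 0.05 in 9 of 23 alternatives for TFAP2A, whose change turned to 0.030 when scaled to background reads, in 10 for AXL and in 6 for ERBB2. It ran from 0.000148 to 0.782, from 0.00239 to 0.417 and from 0.00254 to 0.200. For TFAP2A it was 0.101 without SCC6 cetuximab replicate 2, 0.0965 without cetuximab replicate 3, 0.177 without PBS replicate 1 and 0.1005 without PBS replicate 3. For AXL it was 0.0659, 0.0852 and 0.0534 without cetuximab replicates 1, 2 and 3, and 0.142 and 0.113 without PBS replicates 2 and 3. For ERBB2 it was 0.155 without cetuximab replicate 2 and 0.160 and 0.0867 without PBS replicates 1 and 2. With the trend with GC content removed, 2 of the 9 named promoter regions in SCC6 had an adjusted p under 0.05. IGF1R was under 0.05 in every alternative there, so at most 1 of TFAP2A, AXL and ERBB2 kept its call in that setting. VEGFA (chromosome 6, 43737363 to 43737964) had a log2 change of -0.39 in SCC6 with an adjusted p of 0.0813 over all regions and 0.0404 over the list alone. Of these genes only IGF1R had an interaction with an adjusted p under 0.05, so a difference between lines was not shown for the others.

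**Figure D3:**
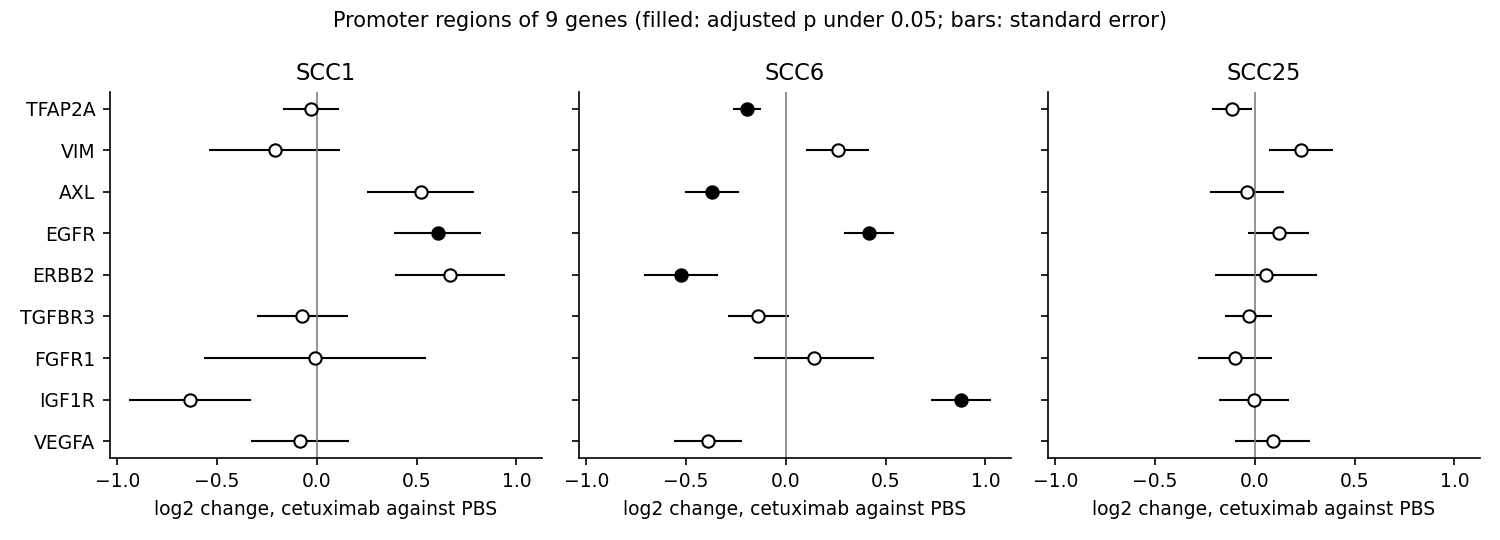
Log2 change (cetuximab against PBS, x axis) of the promoter region of 9 genes (y axis) in each line (panels), from limma, with the standard error as bars and filled points for an adjusted p under 0.05. IGF1R is 0.88 in SCC6 and -0.64 in SCC1.

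The changes followed GC content differently in SCC6 than in SCC1 and SCC25. Across tested regions, Spearman's rho between the GC content and the log2 change was 0.173 in SCC1, -0.346 in SCC6 and 0.154 in SCC25. For single libraries, the rho of GC content with the library's deviation from its line's mean was -0.422, -0.302 and 0.0727 for SCC6 cetuximab and 0.207, 0.291 and 0.240 for SCC6 PBS. The SCC1 cetuximab libraries had 0.162, -0.0525 and 0.173 and the SCC1 PBS libraries -0.122 and -0.174. The SCC25 cetuximab libraries had -0.0115, 0.101 and 0.111 and the SCC25 PBS libraries -0.0668, -0.147 and -0.0986. The mean difference between treatments was 0.242 in SCC1, -0.463 in SCC6 and 0.171 in SCC25. In permutation tests of the difference between lines (two-sided, 3 tests, Benjamini-Hochberg adjusted), SCC6 differed from SCC1 by -0.71 (p 0.01, adjusted 0.015), SCC25 differed from SCC6 by 0.63 (p 0.005, the smallest these labels can give, adjusted 0.015), and SCC25 differed from SCC1 by -0.072 (p 0.675).

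**Figure D4:**
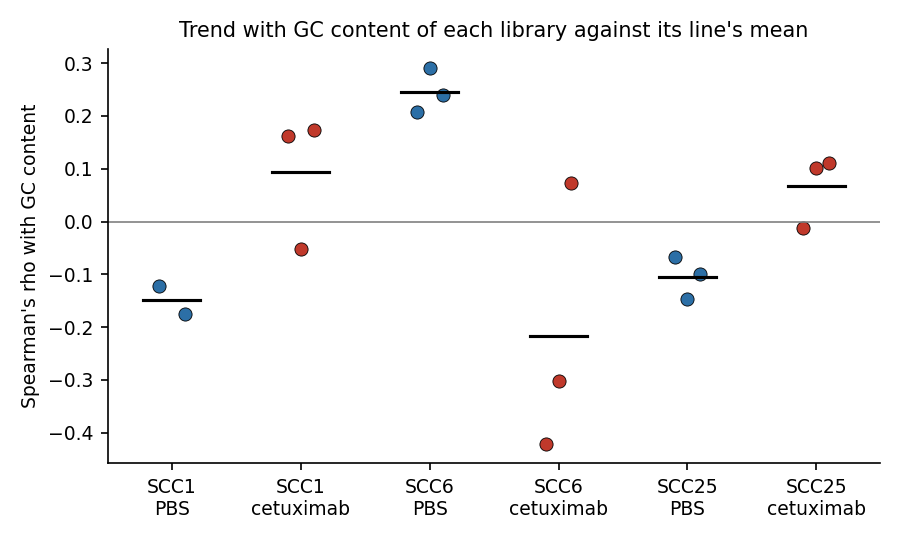
Spearman's rho (y axis) between GC content and the deviation of a library from the mean of its line, for the libraries of each group (x axis), with libraries as points, blue for PBS and red for cetuximab, and group means as bars. The SCC6 cetuximab libraries reach -0.422 while the SCC6 PBS libraries lie between 0.207 and 0.291.

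Consensus sites of TFAP2 and AP-1 were counted in changed regions, against tested regions with an adjusted p over 0.5 matched on GC content and width (Fisher's exact test, 12 tests, Benjamini-Hochberg adjusted). AP-1 sites were in 58.7% of the 5664 regions lower in SCC1 against 36.5% of matched regions (odds ratio 2.48, adjusted p 3.6e-124), in 48.5% of the regions lower in SCC6 against 33.9% (1.84, 3.8e-89) and in 61.6% of the 237 lower in SCC25 against 41.4% (2.27, 3.5e-05). Higher regions held fewer of them, 13.9% against 21.0% in SCC1 (0.603, 1.2e-16) and 22.2% against 32.6% in SCC6 (0.589, 1.4e-82). In SCC25 25.7% of the 35 higher regions held one against 42.9% of matched regions, an adjusted p of 0.379. For TFAP2 sites no difference in frequency was shown in the 6 sets (adjusted p 0.379 to 0.945). The widest was in the 35 regions higher in SCC25, with 34.3% against 20% (odds ratio 2.06, adjusted p 0.423). Other settings changed 2 of these readings. The odds ratio of the TFAP2 site in regions higher in SCC1 was 1.09 under centring (adjusted p 0.0286) and 1.16 with the trend with GC content removed (0.0104), and that of the AP-1 site in regions higher in SCC25 was 0.358 after quantile normalization (0.0117). These tests count regions, which are not independent, and their p-values describe these libraries only.

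Peak lists gave a reading that needs no signal values. In SCC1 the number of peaks was 21046 ± 7230 (SD, n = 3) after cetuximab and 35398 ± 898 (n = 2) after PBS (exact permutation test, two-sided, p 0.2). It was 75642 ± 22262 and 54774 ± 10169 in SCC6 (p 0.3) and 32079 ± 18103 and 62135 ± 17454 in SCC25 (p 0.2). The smallest p this test allows in a line is 0.1. Over lines, with treatment permuted within each, the mean log2 difference was -0.48 (p 0.1165). The length covered by peaks was 4.62 ± 1.96 against 7.91 ± 0.00699 Mb in SCC1 (permutation p 0.2), 18.1 ± 7.46 against 12.3 ± 2.96 Mb in SCC6 (p 0.3) and 7.78 ± 5.43 against 16.2 ± 5.85 Mb in SCC25 (p 0.3), with -0.53 on the log2 scale over lines (p 0.144). The median fold enrichment of peaks was 3.404 ± 0.0669 against 3.56 ± 0.0903 in SCC1 (permutation p 0.1), 3.99 ± 0.107 against 3.91 ± 0.0768 in SCC6 (p 0.5) and 3.32 ± 0.0387 against 3.56 ± 0.0521 in SCC25 (p 0.1). Over lines the log2 difference of the fold enrichment was -0.045 with a p of 0.04, which became 0.12 after adjustment over the 3 measures. Across peaks in regions, Spearman's rho of the fold enrichment with the reads per base of the region was 0.00057 to 0.0669 in the 17 libraries. This column thus did not follow the density of reads, and peaks are not independent replicates. Over the alternatives the p ran from 0.0135 to 0.299.

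The number of peaks followed the reads in regions. Across the 6 SCC6 libraries Pearson's r was 0.978 (permutation p 0.00139, adjusted 0.0037) and Spearman's rho 1 (p 0.00278), and across the 6 SCC25 libraries r was 0.964 (p 0.00278, adjusted 0.0037) and rho 0.943 (p 0.0167). Without the 2 libraries farthest from the median of reads, r was 0.987 in SCC6 and 0.937 in SCC25. SCC1, with 5 libraries, was left out of this test. There, cetuximab replicate 1 had 3665345 reads in regions and 27086 peaks, and PBS replicate 1 had 3577180 reads and 36033 peaks. In tests of whether the effect on peaks differs between lines (9 tests), the smallest p was 0.025 and the adjusted value 0.0825, so no difference between lines held after correction.

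**Figure D5:**
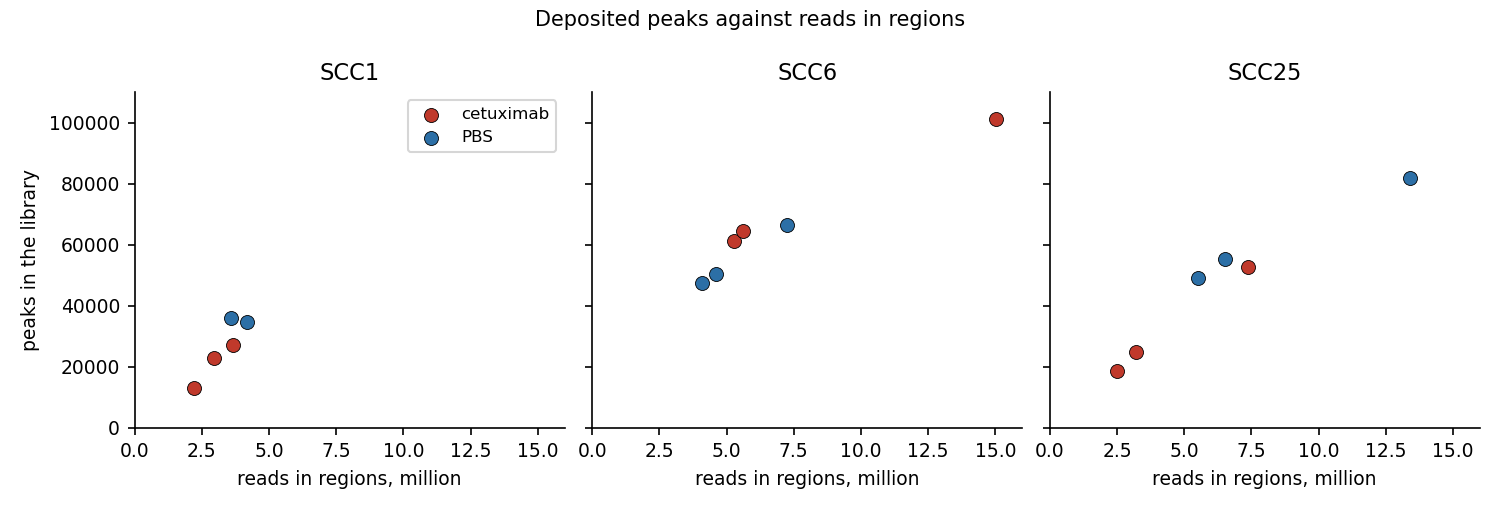
Number of peaks (y axis) against reads in regions (x axis) for each library, by line (panels) and treatment (red cetuximab, blue PBS). The library with the most reads, an SCC6 cetuximab library with 15017130, has 101272 peaks, and the library with the fewest, an SCC1 cetuximab library with 2194851, has 13035.

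Pairs of libraries of the same line and treatment overlapped with a mean Jaccard index of covered bases of 0.453 ± 0.1005 (SD, 16 pairs), pairs of the same line and the other treatment with 0.398 ± 0.113 (24 pairs) and pairs of different lines with 0.247 ± 0.0583 (96 pairs). The difference within lines was 0.0536 (permutation test, one-sided, 4000 assignments, p 0.013). Over 4 alternatives it was 0.0202 to 0.0659, with a p of 0.001 to 0.038.

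Regions of merged peaks with a peak in every library of 1 treatment and in none of the other numbered 122 for cetuximab and 5869 for PBS in SCC1, 4857 and 351 in SCC6 and 0 and 3746 in SCC25. Of the 10 splits of the libraries of a line, 1 in SCC1, 1 in SCC6 and 2 in SCC25 gave as many in all. In SCC6 and SCC25, where the number of peaks followed the reads, a library with fewer reads adds fewer peaks to these counts. Single libraries moved them. In SCC1 the cetuximab count was 1000 without SCC1 cetuximab replicate 2, 226 without SCC1 cetuximab replicate 3, 322 without SCC1 PBS replicate 1 and 329 without SCC1 PBS replicate 3, and the PBS count 10954 and 12125 without the same PBS libraries. In SCC6 the cetuximab count was 9456 without SCC6 cetuximab replicate 1, 8176 without SCC6 cetuximab replicate 2 and 8640 without SCC6 PBS replicate 2, and the PBS count 1720 without SCC6 cetuximab replicate 3, 898 without SCC6 PBS replicate 1 and 719 without SCC6 PBS replicate 3. In SCC25 the cetuximab count was 7 without SCC25 cetuximab replicate 1, 45 without SCC25 cetuximab replicate 3, 11 without SCC25 PBS replicate 1 and 2 without SCC25 PBS replicate 3, and the PBS count 15580 without SCC25 cetuximab replicate 2, 6634 without SCC25 PBS replicate 2 and 9062 without SCC25 PBS replicate 3.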

Values the study reported

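The study reported 1690 regions whose accessibility changed after cetuximab and that were common to SCC1, SCC6 and SCC25. For single lines it gave 1821 changed promoter sites in SCC1, 3057 in SCC6 and 11402 in SCC25, and described all changes in SCC25 as losses of accessibility. Among promoters of TFAP2A pathway genes it listed 4 in SCC1, 11 in SCC6 (p = 3e-03) and 31 in SCC25 (p = 0.028). Among promoters of EMT genes it listed 11 in SCC6 (p = 6e-03) and 21 in SCC25 (p = 2e-03). AXL was described as having open chromatin in treated SCC6 cells.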

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

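Chosen only after the results were seen were the tests of scaling, GC content, reads in regions and chance for the interaction count, the test of reads in regions at IGF1R, and the test of signal over background for the trend with GC content. The test of GC content at IGF1R and the test of reads in regions for that trend were chosen before their results were seen.

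The effect of cetuximab differed between the 3 lines at 11388 regions, by an F-test of the interaction. Several technical explanations leave this number standing. The fewest regions under 3 other scalings were 11110. With each library's trend with GC content removed there were 9250. After thinning all libraries to the same number of reads in regions there were 6508, so a difference in that number is not the whole cause. Total reads are unknown. The fall is by more than 1.5 times, and how much of it comes from the lower number of reads in every library was not tested. Splits within lines cannot decide whether chance accounts for the number. They also break the effect that the lines share, and a mixed line beside an unmixed one can give an interaction by itself. Of 100 splits, 2 gave as many regions, the real one included. In the other one, with 16026, the treatments of all 6 SCC6 libraries were exchanged, so it keeps the real contrast in that line. A split that mixed the treatments in SCC25 alone gave 11212 regions. Mixing them in SCC1 alone gave 9007, and in SCC6 alone 493. Nearly the whole count thus arose without the real contrast in SCC25. A response that differs between the lines is therefore a hypothesis that these data leave open, as are differences between the cultures of each line that the labels do not give.

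The promoter region read out for IGF1R lies at the start of a transcript other than the canonical one. It is 1 of 3 promoter regions of the gene, and the others were not read out. The region rose in SCC6 and not in SCC1 or SCC25, and its interaction had an adjusted p of 0.00101 (F-test). With the trend with GC content removed the adjusted p was 0.00868. Over 20 random thinnings to equal reads in regions the median was 0.00911, with a range of 0.00461 to 0.0541, and 19 of 20 lay under 0.05. Over the 28 other settings, with a single thinning among them, it ran from 0.000544 to 0.0448. Reads in regions and GC content thus do not account for it in these tests, and a response at IGF1R that differs between lines is a candidate explanation, found and tested on the same libraries. The region was 1 of 9 read out.

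The trend of the changes with GC content ran downwards in SCC6 and upwards in the other lines, with a difference of the effects of -0.71 between SCC6 and SCC1 and of 0.63 between SCC25 and SCC6. The permutation tests had p-values of 0.01 (200 assignments) and 0.005 (400 assignments, the smallest they can give). A difference in reads in regions was tested by thinning. The rho in SCC6 stayed at -0.312, and those in SCC1 and SCC25 at 0.176 and 0.127, so the number of reads in regions is argued against. Signal over background was 11.1 ± 0.389 for SCC6 cetuximab against 9.57 ± 0.307 for PBS, and 8.06 ± 0.399 against 10.4 ± 0.114 in SCC25. In SCC1 the means differed by -0.17 with overlapping libraries (7.38 ± 0.302 and 7.55 ± 0.646), so a difference in signal over background is not the cause in all 3 lines. A GC bias that arose in library preparation may still differ between treatments, since the labels give no batches, and a response of the cells that differs between lines was not tested apart from it. The SCC6 cetuximab library with a rho of 0.0727 lies apart from the other 2.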

How the results depend on the processing

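Chosen only after the data were seen were the tests with edgeR, with the trend with GC content removed, with thinned reads, with background scaling and with wide peaks, and the alternatives for motifs and principal components; the others were chosen beforehand.

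Of 262 alternative values of the 12 counts of changed regions, 199 stayed within 1.5 times the count, and 63 did not. Of 142 alternative values of the 6 counts of changed promoter regions, 72 stayed within that range and 70 did not. The PBS comparisons between lines stayed within that range in all alternatives run. The interaction count left it only with thinned reads (6508). All 16 named regions kept their direction, and 368 of 379 values their side of the threshold. The cause was not tested for the changes below except where a setting's construction gives it.

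Centring each library on its median gave 6852 higher and 3647 lower regions in SCC1, 15782 lower in SCC6, and 55 higher and 97 lower in SCC25. The share of tested regions with a negative change became 44.3% in SCC1, 53.4% in SCC6 and 50.6% in SCC25. Centring also gave 2 named promoters in SCC1, an IGF1R change of 0.073 in SCC25 and an odds ratio of 1.09 (adjusted p 0.0286) for TFAP2 in higher SCC1 regions. Quantile normalization gave negative shares of 49.8%, 50.8% and 50.4%, 94 higher regions in SCC25, 2 named promoters in SCC1, an IGF1R change of 0.070 in SCC25 and an AP-1 odds ratio of 0.358 (0.0117) in higher SCC25 regions. Cyclic loess gave shares of 50.4%, 48.7% and 50.6%, 57 higher and 105 lower regions in SCC25 and 0.080 for IGF1R there.

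DESeq2 gave 2514 lower regions in SCC1, 9287 higher in SCC6 and 101 higher in SCC25, with negative shares of 48.5%, 49.4% and 48.3% and 0.074 for IGF1R in SCC25. edgeR gave 365 higher and 576 lower in SCC25, shares of 50.4%, 47.3% and 49.1%, 3 named promoters in SCC1 and 0.049 for IGF1R in SCC25. All libraries in 1 fit gave 9004 higher in SCC6 and turned the split in SCC25 to 33 higher and 6 lower, shares of 52.8% in SCC1 and 47.9% in SCC6, and 2 and 1 named promoters in SCC1 and SCC6.

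With the trend with GC content removed, SCC25 had 32 lower regions. The negative share was 49.8% in SCC1, 49.9% in SCC6 and 50.9% in SCC25, 0 and 2 named promoters remained under the threshold in SCC1 and SCC6, the IGF1R change in SCC25 was 0.11, and the TFAP2 odds ratio in higher SCC1 regions was 1.16 (0.0104). Scaling to background reads gave 26508 higher and 5228 lower in SCC6 and 106 higher and 13475 lower in SCC25, negative shares of 58.4%, 29.2% and 83.5%, named promoters of 0, 3 and 1, and 0.030 for TFAP2A in SCC6. Thinned reads gave 9212 higher and 5268 lower in SCC6, 2325 higher and 3587 lower over all lines, 0 and 3 named promoters in SCC1 and SCC6, and 0.039 for IGF1R in SCC25. Fewer reads give fewer calls by construction.

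At an adjusted p under 0.01, SCC1 had 1949 higher and 2877 lower, SCC6 9189 and 5226, SCC25 1 and 14, and all lines 1223 and 2038, by construction of the threshold. Without the filter on low regions, SCC25 had 73 higher, the negative shares were 47.1%, 47.2% and 47.2%, and SCC1 had 0 named promoters. With regions that have a peak in at least 2 libraries of the line, SCC1 had 2403 higher, a share of 57.4% and 0 named promoters. Leaving out the 50% of regions lowest in mean gave 2817 higher over all lines and 0 named promoters in SCC1, which is also the number with a pseudocount of 0.5. A pseudocount of 5 gave 53 higher and 370 lower in SCC25. Array weights gave 116 and 711 there and 2 named promoters in SCC1. Without the covariate for the line, 0 regions were higher and 1 lower over all lines (limma, 6049 at an unadjusted p under 0.05), since differences between lines then count as error.

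Replicate numbers did not pair libraries. Over the 8 same-numbered pairs within lines, the residuals correlated at -0.023 to 0.038. A fit with the replicate number as a block gave 108 higher and 636 lower regions in SCC25, 1647 and 2624 over all lines, 3206 and 333 among promoter regions in SCC1, and 2 named promoters in SCC1.

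Leaving out 1 library gave 1045 to 5692 higher and 888 to 6908 lower regions in SCC1, with negative shares of 53.6% to 57.8%, 0 to 73 higher and 0 to 505 lower in SCC25, and 2662 to 4777 higher over all lines. Where this left 1 PBS library in SCC1, its spread was assumed to be that of the other group. Named promoters ranged from 0 to 2 in SCC1 and from 2 to 4 in SCC6, and the IGF1R change in SCC25 from -0.18 to 0.14. The count of 0 in SCC25 without PBS replicate 3 came with 7835 regions at an unadjusted p under 0.05 (limma).

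The deposited q-values hardly followed the reads per base of the regions or the q-values of replicates, so a filter on them may not select stronger peaks. With a −log10 q-value of at least 5, the fold enrichment in SCC6 changed sign (-0.13) and that over lines was -0.028 (p 0.299). Regions with a peak in all libraries of 1 treatment only were 1588 for PBS in SCC1, 1789 for cetuximab in SCC6, and 57 for cetuximab and 1693 for PBS in SCC25. With peaks at least 200 bases wide, the fold enrichment over lines was -0.044 (p 0.0625) and these counts were 47 and 2486 in SCC1, 2463 and 136 in SCC6 and 1980 for PBS in SCC25. Fewer peaks pass both rules by construction. With a peak required to cover more of the region there was 1 for cetuximab in SCC25. Leaving out 1 library gave 162 to 1000 and 6123 to 12125 in SCC1, 5008 to 9456 and 401 to 1720 in SCC6, and 0 to 45 and 3906 to 15580 in SCC25, and a fold enrichment over lines of -0.054 to -0.037.

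Depth and the number of libraries limit what can be called, and the simulation did not vary them apart. The simulated reads of SCC1 gave back 57% of regions changed by a log2 of 2, and those of SCC6, with 1 library more, 84.5%. In SCC25 80.5% came back, so at the simulated dispersion of 0.05 changes of that size were within reach there. In SCC1 12 of the 126 simulated calls were false, so its counts hold more false calls than the threshold allows in that simulation.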

Other observations

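Chosen only after the result was seen were the tests below, apart from the test of reads in regions for chromosome 19 and the test of mapping for regions at the floor.

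The number of changed promoter regions was 2209 in SCC1, 2062 in SCC6 and 8 in SCC25. With these settings the counts are within 1.5 times the study's in SCC1 and SCC6 and far below it in SCC25, and for SCC1 and SCC6 this depends on the setting. SCC1 had 488 without SCC1 PBS replicate 1, 858 without SCC1 PBS replicate 3, 916 without SCC1 cetuximab replicate 1, 1193 without SCC1 cetuximab replicate 3, 3526 without SCC1 cetuximab replicate 2 and 3507 under centring. SCC6 had 1367 without SCC6 cetuximab replicate 2 to 2113 without SCC6 cetuximab replicate 3, 994 with all libraries in 1 fit and 4404 under centring. Several of these lie outside 1.5 times the value of the study. Changed regions over all lines were 10511. That is more than the study counted as common to the lines. Regions called in all 3 lines separately were 42. That is far fewer than the study counted as common to the lines.

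The calls in SCC25 were fewer and not all lower, unlike the study's description. Scaled to background reads in place of reads in regions, 99.2% of calls were lower and there were 13581 of them, so another scaling is a candidate explanation of the direction. The share follows from a shift of all regions (median log2 change from -0.083 to -0.37), and in SCC6 the shift went the other way, with 16.5% of calls lower. These are regions of all kinds. Promoter regions among them were 7 higher and 1934 lower. That is still far below the number of promoter sites in the study, whose promoter window is not stated, and the difference in number stays open. Which scaling the study used for its calls is not stated.

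In SCC25 more regions were lower than higher, with exceptions in the fit of all libraries together, with 33 higher and 6 lower, and without SCC25 PBS replicate 3, with 0 and 0 (limma, 7835 at an unadjusted p under 0.05). After thinning to equal reads in regions 85.9% of calls were lower, which argues against the number of reads in regions as the cause. With the trend with GC content removed, 51.6% were lower and 62 calls were left, so GC bias between libraries is consistent with the excess. Centring left 63.8% lower, so scaling accounts for part of it at most. By rank, other splits cannot decide whether the calls exceed chance. The real split came first in SCC25 and SCC6, and 1 of 10 is the least that 6 libraries allow. By size, the real split had 23774 calls in SCC6 and 272 in SCC25, and every other split had 0. In SCC6 this argues against a random grouping of libraries as the source of the calls. In SCC1 the real split had 9613 calls and the largest of the other splits 1165, so a split that mixed treatments could give calls there. The 272 calls in SCC25 were lost without PBS replicate 3, so chance is less firmly argued against there. Over all lines 1 of 100 splits gave as many calls, the real one, which chance does not account for. The difference between SCC25 and SCC6 in PBS, fitted on their 6 libraries alone, likewise had 1 of 10 splits by rank. The real split had 62160 calls and every other split 0, which argues against a random grouping for that difference.

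SCC6 had the most calls among regions of all kinds. Among promoter regions SCC1 had 2209 and SCC6 2062 in the main fit. After thinning SCC6 had 14480 calls of all kinds against 7566 in SCC1 and 198 in SCC25, so the number of reads in regions is argued against as the cause. Against SCC25 a smaller spread between replicates does not account for it. The median size of the log2 changes was 1.68 times that of SCC25, while the residual SDs were 0.312 and 0.320. Against SCC1 the spread may account for it. The residual SD of SCC1 was 1.36 times that of SCC6 (0.425 and 0.312), and the median size of its changes was 0.492 against 0.435. SCC1 also has 1 library fewer, which does not account for it alone, since SCC6 had 18472 to 20341 calls with 1 PBS library left out against 9613 in SCC1. No test separates a biological difference from the spread.

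SCC1 promoter regions were mostly higher after cetuximab. The trend with GC content was removed, which gave 1118 higher against 521 lower promoter regions. Thinning gave 1602 higher. Neither removes the excess, so GC bias or the number of reads in regions is not the whole cause, and part of the excess, 1976 against 233 before, goes with GC content. Chromosome 19 regions had a median log2 change of 0.62 in SCC1, 0.71 above that of all regions. With the trend with GC content removed it was 0.53, and after thinning 0.63. A copy number change of the whole chromosome is argued against by 5 Mb windows that range from -0.17 (20 to 25 Mb) to 0.84. Chromosomes 17 and 22 had medians of 0.35 and 0.44, which were 0.37 and 0.41 with the trend with GC content removed and 0.36 and 0.44 after thinning. Their 5 Mb windows ranged from -0.28 to 0.89 and from 0.24 to 0.86, so a copy number change of the whole chromosome stays open for chromosome 22. SCC1 cetuximab replicate 2 lay between the PBS libraries and the other cetuximab libraries on chromosome 19 (0.0016, against -0.42 and -0.41, and 0.45 and 0.40).

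Of the 100 SCC6 regions with the smallest adjusted p, 20 lay between 99 and 104 Mb on chromosome 11, where 0.436% were expected by the number of regions. In that segment 224 of 376 tested regions were called (59.6%), against 27.4% elsewhere. Regions elsewhere with as many reads were called in 29.0%, so the number of reads alone does not account for it. They were matched on reads only and may differ from the segment in other ways. A copy number that differs between treatments is argued against by 108 higher and 116 lower regions and a median log2 change of 0.0032 (0.11 over all regions). The segment had a median signal of 118 in SCC6, against 33.7 over all tested regions in SCC6, and 14.9 in the other lines. Why its signal is higher in SCC6 was not tested. The higher regions named for SCC6, in TRPC6 and near MMP13, lie in this segment. A larger response of this segment is a candidate explanation. The segment was chosen after its regions had been seen among the smallest p-values.

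The 3 SCC25 cetuximab libraries had fewer peaks in the mean than the 3 PBS libraries. Over the 6 libraries the number of peaks rose with the reads in regions (r 0.964), so a difference in reads is consistent with it.

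In 3251 regions (2.82%) every library was at the floor of 1 read, although 3212 of them carry a peak in at least 1 library (median 4 libraries). A stretch of 75 bases maps back with quality 0 for 37.1% of those with a mapped stretch (1133 of 3050), against 2.23% of other regions. Sequence with several copies in the genome may account for this part. For the rest the cause was not tested.

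Scores of the deposited peaks did not follow the density of reads. Spearman's rho of the −log10 q-value with the reads per base of the region was 0.0358 to 0.101 over 17 libraries. That of the fold enrichment was 0.00057 to 0.0669, while the width of the peak gave 0.327 to 0.441. Over 16 replicate pairs the rho of the q-values was 0.0416 to 0.187, and that of the reads, not divided by width, 0.920 to 0.965. A shift of scores to a neighbouring peak was tried up to 30 places, and the highest rho at any offset was 0.101, so such a shift is argued against.

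The promoter region of AXL in SCC6 had a log2 change of -0.37. That is opposite in direction to the description in the study, and the region read out here is the one with the highest signal within 1 kb of a start site, which may differ from the one described; the AXL change ran from -0.54 to -0.15 over the alternatives.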
